# Lysophosphatidylcholine acyltransferase 1 controls mitochondrial reactive oxygen species generation and survival of retinal photoreceptor cells

**DOI:** 10.1016/j.jbc.2022.101958

**Published:** 2022-04-20

**Authors:** Katsuyuki Nagata, Daisuke Hishikawa, Hiroshi Sagara, Masamichi Saito, Sumiko Watanabe, Takao Shimizu, Hideo Shindou

**Keywords:** photoreceptor cells, retinal degeneration, membrane phospholipids, saturated fatty acid, apoptosis, ANOVA, analysis of variance, Crb1, Crumbs homolog 1, DEGs, differentially expressed genes, DHA, docosahexaenoic acid, DPPC, dipalmitoyl PC, ER, endoplasmic reticulum, FA, fatty acid, GCL, ganglion cell layer, GO, gene ontology, HZ, heterozygous, IEGs, immediate early genes, INL, inner nuclear layer, KO, knockout, LPC, lysophosphatidylcholine, LPCAT1, lysophosphatidylcholine acyltransferase 1, LPLATs, lysophospholipid acyltransferases, MRM, multiple reaction monitoring, ONL, outer nuclear layer, OS, outer segment, P8, postnatal day 8, PC, phosphatidylcholine, PDE6, phosphodiesterase 6, PUFA, polyunsaturated FA, rd, retinal degeneration, ROS, reactive oxygen species, RPE, retinal pigment epithelial, SCD, stearoyl-CoA desaturase, SFA, saturated FA, SM, sphingomyelin, TEM, transmitted electron microscopy, TUNEL, terminal deoxynucleotidyl transferase dUTP nick-end labeling

## Abstract

Due to their high energy demands and characteristic morphology, retinal photoreceptor cells require a specialized lipid metabolism for survival and function. Accordingly, dysregulation of lipid metabolism leads to the photoreceptor cell death and retinal degeneration. Mice bearing a frameshift mutation in the gene encoding lysophosphatidylcholine acyltransferase 1 (*Lpcat1*), which produces saturated phosphatidylcholine (PC) composed of two saturated fatty acids, has been reported to cause spontaneous retinal degeneration in mice; however, the mechanism by which this mutation affects degeneration is unclear. In this study, we performed a detailed characterization of LPCAT1 in the retina and found that genetic deletion of *Lpcat1* induces light-independent and photoreceptor-specific apoptosis in mice. Lipidomic analyses of the retina and isolated photoreceptor outer segment (OS) suggested that loss of *Lpcat1* not only decreased saturated PC production but also affected membrane lipid composition, presumably by altering saturated fatty acyl-CoA availability. Furthermore, we demonstrated that *Lpcat1* deletion led to increased mitochondrial reactive oxygen species levels in photoreceptor cells, but not in other retinal cells, and did not affect the OS structure or trafficking of OS-localized proteins. These results suggest that the LPCAT1-dependent production of saturated PC plays critical roles in photoreceptor maturation. Our findings highlight the therapeutic potential of saturated fatty acid metabolism in photoreceptor cell degeneration–related retinal diseases.

In addition to the *de novo* pathway (Kennedy pathway) of phospholipid biosynthesis (1), fatty acyl moieties of membrane phospholipids are turned over dynamically by deacylation and reacylation cycles, which is called the Lands’ cycle (2). Appropriate regulation of phospholipid composition by the Lands cycle is required for various cellular functions, including lipoprotein production and lipid mediator production (3). In the Lands cycle, lysophospholipid acyltransferases (LPLATs) involve fatty acid (FA) reacylation to generate membrane phospholipid diversity. Depending on their substrate (lysophospholipids and acyl-CoAs) selectivity, LPLATs produce specific types of membrane phospholipids, such as polyunsaturated FA (PUFA)–containing phospholipids and saturated FA (SFA)–containing phospholipids.

Among LPLATs, lysophosphatidylcholine acyltransferase 1 (LPCAT1, also known as LPLAT8) produces saturated phosphatidylcholine (PC) using lysophosphatidylcholine (LPC) and saturated fatty acyl-CoA, such as palmitoyl-CoA (4, 5, 6, 7). Previous studies have shown that the LPCAT1-mediated production of saturated PC is required for the proper functioning of pulmonary surfactant in the lung (7, 8) and trafficking of growth factor receptors in cancer cells (9). In addition, *Lpcat1* is essential for the survival of retinal photoreceptor cells (10, 11). The critical role of *Lpcat1* in photoreceptor cells was originally uncovered by the analysis of retinal degeneration 11 (*rd*11) mice, possessing a frameshift mutation in the *Lpcat1* gene. In *rd*11 mice, the retinal outer nuclear layer (ONL) composed of photoreceptor cells is rapidly diminished, causing vision loss until 1 month of age.

Photoreceptor cells possess a unique membrane phospholipid composition (12). In the membrane of photoreceptor cells, especially in the outer segment (OS) discs, docosahexaenoic acid (DHA)–containing phospholipids are extremely enriched. Our recent study revealed that the loss of DHA-containing phospholipids leads to the collapse of the OS disc structures and retinal degeneration (13). In parallel with this, significant levels of SFA-containing phospholipids were also present in photoreceptor cells. Therefore, the photoreceptor degeneration in *rd*11 suggests that the LPCAT1-mediated production of SFA-containing phospholipids contributes to photoreceptor survival. However, the molecular basis underlying retinal degeneration in *rd*11 mice remains unclear.

In this study, we investigated the role of LPCAT1 in the retina using the *Lpcat1* knockout (KO) mice. Consistent with *rd*11 mice, the retina of *Lpcat1* KO mice showed a rapid loss of ONL with decreased levels of dipalmitoyl PC (DPPC), the major saturated PC species in the retina. We demonstrated that retinal degeneration in *Lpcat1* KO mice was caused by apoptosis of photoreceptor cells, which occurs in a light-independent manner. Furthermore, *Lpcat1* KO photoreceptor cells accumulated mitochondrial reactive oxygen species (ROS). Our study demonstrated that the roles of LPCAT1 are not only in DPPC production for maintenance of membrane integrity but also in the regulation of normal mitochondrial functions.

## Results

### Photoreceptor cell apoptosis in *Lpcat1* KO mice

A previous study has shown that a frameshift mutation in the *Lpcat1* gene in *rd*11 and B6-JR2845 mice leads to the spontaneous development of severe retinal degeneration (10). Therefore, to investigate whether the loss of function of LPCAT1 causes retinal degeneration, we used mice genetically deleted for *the Lpcat1* gene. Consistent with *rd*11 and B6-JR2845 mice, a dramatic reduction in ONL and OS + inner segment thickness was observed in 6-week-old *Lpcat1* KO mice compared to that in *Lpcat1* wildtype (WT) and heterozygous (HZ) mice (Fig. 1, *A* and *B*). Meanwhile, the thickness of the inner nuclear layer and ganglion cell layer were similar among the three groups (Fig. 1, *A* and *B*). The histological differences between *Lpcat1* WT and HZ mouse retinas were not observed.

**Figure 1:**
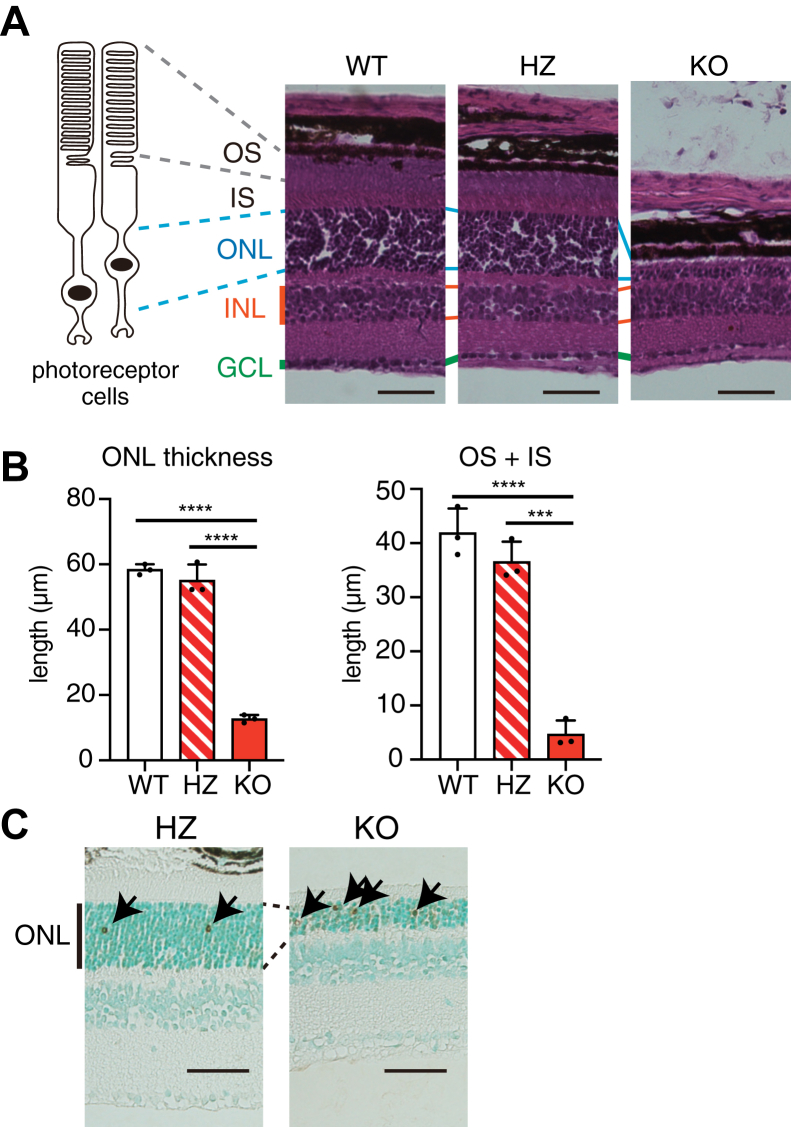
**Severe retinal degeneration in *Lpcat1* knockout (KO) mice.***A*, histology of *Lpcat1* wildtype (WT), heterozygous (HZ), and KO littermate mice retina at 6-week-old (n = 3, for each group). Retinal tissue sections were stained with hematoxylin and eosin. Representative images from three independent experiments were shown. The *left images* illustrate the structure of photoreceptor cells. Scale bars are 50 μm. *B*, the bar graphs showed the outer nuclear layer (ONL) thickness (*left panel*; n = 3, for each group) and the sum of the length of outer segment (OS) and inner segment (IS) (*right panel*; n = 3, for each group). Significance is based on one-way ANOVA followed by Bonferroni’s multiple comparisons test (∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001). Data are shown as mean + SD of independent experiments. *C*, representative images of terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL) staining of 4-week-old *Lpcat1* HZ and littermate KO retina (n = 3, for each group). Nuclei were stained with methyl green. *Arrows* indicate TUNEL-positive nuclei detected by 3,3′-diaminobenzidine (DAB, shown in *brown*). Representative images from three independent experiments are shown. Scale bars are 50 μm. GCL, ganglion cell layer; INL, inner nuclear layer.

Apoptosis of photoreceptor cells is a major cause of retinal degeneration (14). To assess the cause of retinal degeneration in *Lpcat1* KO mice, we visualized the apoptotic cells in the retina using terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL). TUNEL analyses indicated that the number of apoptotic photoreceptor cells was higher in 4-week-old *Lpcat1* KO mice than in HZ mice (Fig. 1*C*). Notably, the increase in apoptotic cells in global *Lpcat1* KO mice was not observed in the lungs, liver, or other retinal cell layers (Figs. 1*C* and S1, *A* and *B*). These results indicate that loss of *Lpcat1* leads to photoreceptor cell apoptosis in a specific manner.

### Onset of the photoreceptor apoptosis in *Lpcat1* KO mice

To assess the onset of photoreceptor cell apoptosis in *Lpcat1* KO mice, we performed TUNEL staining of the retina at different time points. Apoptotic cells in the retina of *Lpcat1* KO mice increased greatly from postnatal day 8 (P8) (Fig. 2*A*). Consistent with this, the thickness of the ONL was thinner in *Lpcat1* KO mice at P8, while no difference in the apoptotic cell number and ONL thickness was seen in the P6 retina (Fig. 2, *A* and *B*). Dramatic increases in the expression of *rhodopsin*, critical for phototransduction and OS formation (15), at this time point (Fig. 2*C*), suggests that photoreceptor apoptosis in *Lpcat1* KO retinas occurred concomitantly with photoreceptor OS formation.

**Figure 2:**
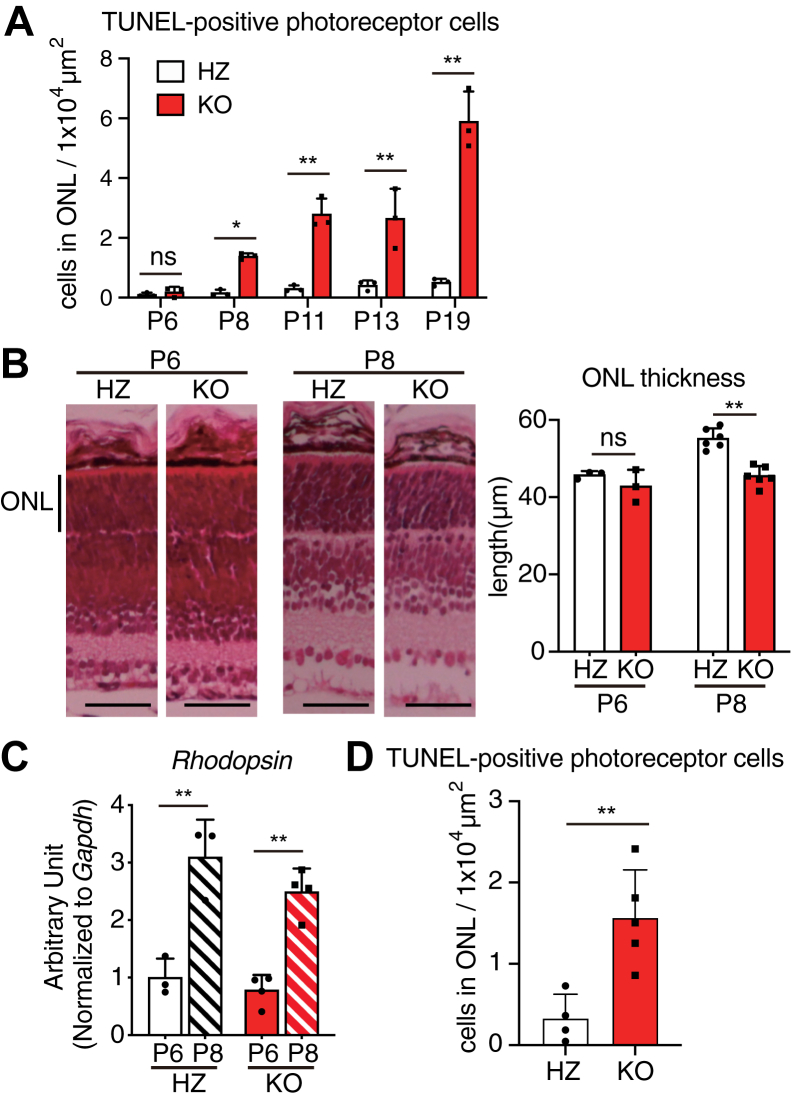
**Onset of photoreceptor apoptosis in *Lpcat1* knockout (KO) mice.***A*, the average value of TUNEL-positive cells per outer nuclear layer (ONL) areas in the retinal section of postnatal day 6 (P6), P8, P11, P13, and P19 *Lpcat1* heterozygous (HZ) and KO (n = 3 for each group). *B*, the ONL thickness in P6 and P8 *Lpcat1* HZ and littermate KO mice. The *left images* showed the retinal structure stained with hematoxylin and eosin. Representative images from over three independent experiments were shown. The *right bar graph* showed the ONL thickness (P6, n = 3 for each group; P8, n = 6 for each group). Scale bars are 50 μm. *C*, the levels of rhodopsin mRNA in P6 and P8 of *Lpcat1* HZ and littermate KO retina. The expression level was normalized by glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) (n = 3 for HZ, n = 4 for KO). *D*, the average value of TUNEL-positive cells per outer nuclear layer (ONL) areas in P9 dark-reared *Lpcat1* HZ and littermate KO retina (n = 4 for HZ, n = 5 for KO). *A*–*C*, significance is based on two-way ANOVA followed by Bonferroni’s multiple comparisons test (∗*p* < 0.05, ∗∗*p* < 0.01, ns; no significance). Data are shown as mean + SD of independent experiments. *D*, significance is based on the unpaired *t* test (∗∗*p* < 0.01). Data are shown as mean + SD of independent experiments. TUNEL, terminal deoxynucleotidyl transferase dUTP nick-end labeling.

As OS is required for phototransduction, we hypothesized that photoreceptor cell death in *Lpcat1* KO mice is related to light exposure. Thus, we investigated the apoptosis of photoreceptor cells in P9 mice, which were raised in complete darkness from P2 to P9. However, photoreceptor cell apoptosis was observed even in dark-reared *Lpcat1* KO mice (Fig. 2*D*), suggesting that retinal degeneration in *Lpcat1* KO mice was independent of light stimulation.

### Altered phospholipid composition in *Lpcat1* KO mouse retina

Photoreceptor cells undergo dynamic morphological and metabolic alterations during retinal maturation (16). Since LPCAT1 produces SFA-containing PC species, we next analyzed PC composition and LPCAT1 expression during retinal maturation. As shown in Figure 3, liquid chromatography-tandem mass spectrometry (LC-MS/MS) analysis showed a gradual alteration in retinal PC composition during maturation. Consistent with previous studies (12, 13), the proportion of DHA-containing PC species, including PC 38:6, PC 40:6, and PC 44:12, increased along with retinal maturation (Fig. 3). Coinciding with the onset of photoreceptor cell apoptosis in *Lpcat1* KO mice, DPPC, a major product of LPCAT1, was increased in the retina of WT mice between 1 and 2 weeks of age (Fig. 3, *A* and *B*). Consistent with the substrate selectivity of LPCAT1 *in vitro* (5, 7), DPPC levels were decreased by half in *Lpcat1* KO retinas compared to WT retinas. Thus, DPPC production in the retina largely depends on LPCAT1 expression. However, because the induction of *Lpcat1* mRNA and protein was not observed during retinal maturation (Fig. S2, *A* and *B*), post-translational modifications or the increased substrate supply for LPCAT1, such as LPC and palmitoyl-CoA, may affect the age-dependent elevation of DPPC.

**Figure 3:**
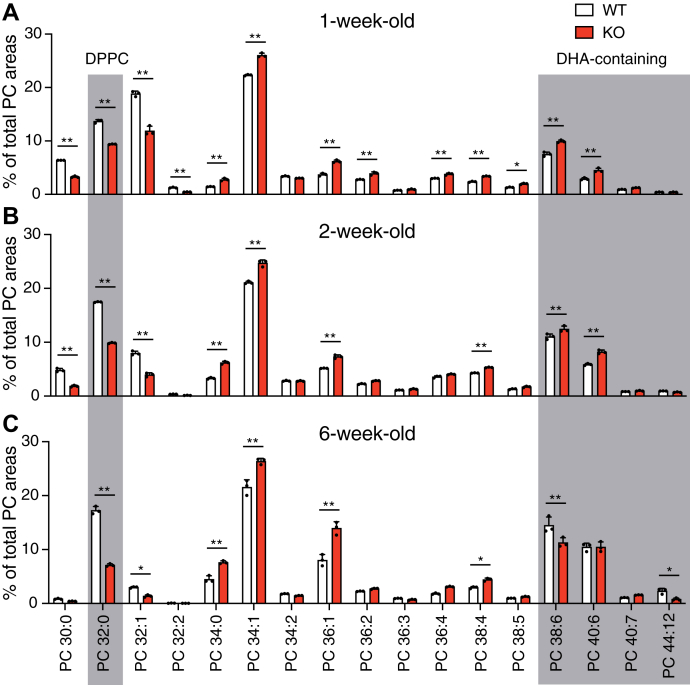
**Loss of LPCAT1 leads to the alteration of the retinal phosphatidylcholine (PC) composition.** PC composition of the retina. *A*–*C*, retinas were prepared from 1- (*A*), 2- (*B*), and 6-week-old (*C*) *Lpcat1* wildtype (WT) and knockout (KO) mice (n = 3 for each group). Significance is based on two-way ANOVA followed by Bonferroni’s multiple comparisons test (∗*p* < 0.05, ∗∗*p* < 0.01). Data are shown as mean + SD of independent experiments.

### Transcriptomic analysis of *Lpcat1* KO retina and isolated photoreceptor cells

Next, we aimed to clarify the cause of photoreceptor cell death in *Lpcat1* KO mice by comparing the mRNA expression profiles with the control mice. First, we analyzed the transcriptomic differences in the 2-week-old retinas of *Lpcat1* WT and KO mice (Fig. 4, *A* and *B*). Gene groups that increased significantly in *Lpcat1* KO retinas were analyzed by functional classification using “the Database for Annotation, Visualization, and Integrated Discovery.” These results suggest that many of the genes upregulated in *Lpcat1* KO retinas were related to immune and inflammatory responses and genes downregulated in *Lpcat1* KO retinas were involved in the cell projection organization and cilium movement (Fig. 4*B* and Table S1). In addition, we found that the expression of genes termed immediate early genes (IEGs), such as *Fosb*, *Fos*, *Egr1*, and *Egr2*, was higher in *Lpcat1* KO than in the control retina (Table S1). Among them, we found that *Fosb* expression in *Lpcat1* KO was significantly higher than in the control retinas, even in dark-reared mice (Fig. 4, *C* and *D*). As IEGs are rapidly upregulated by various cellular stimuli, particularly in neurons (17), we performed qPCR analyses using isolated a photoreceptor cell marker CD73-positive and CD73-negative cells (18) from the retina to identify the cellular sources of their upregulation (Fig. S3*A*). The qPCR results showed increased expression of IEGs in CD73-negative cells (Figs. 4*E* and S3*B*). The induction of *Fosb* in *Lpcat1* KO retinas was slightly delayed from the onset of retinal degeneration (Fig. 4*C*), suggesting that it might be triggered by apoptosis of photoreceptor cells.

**Figure 4:**
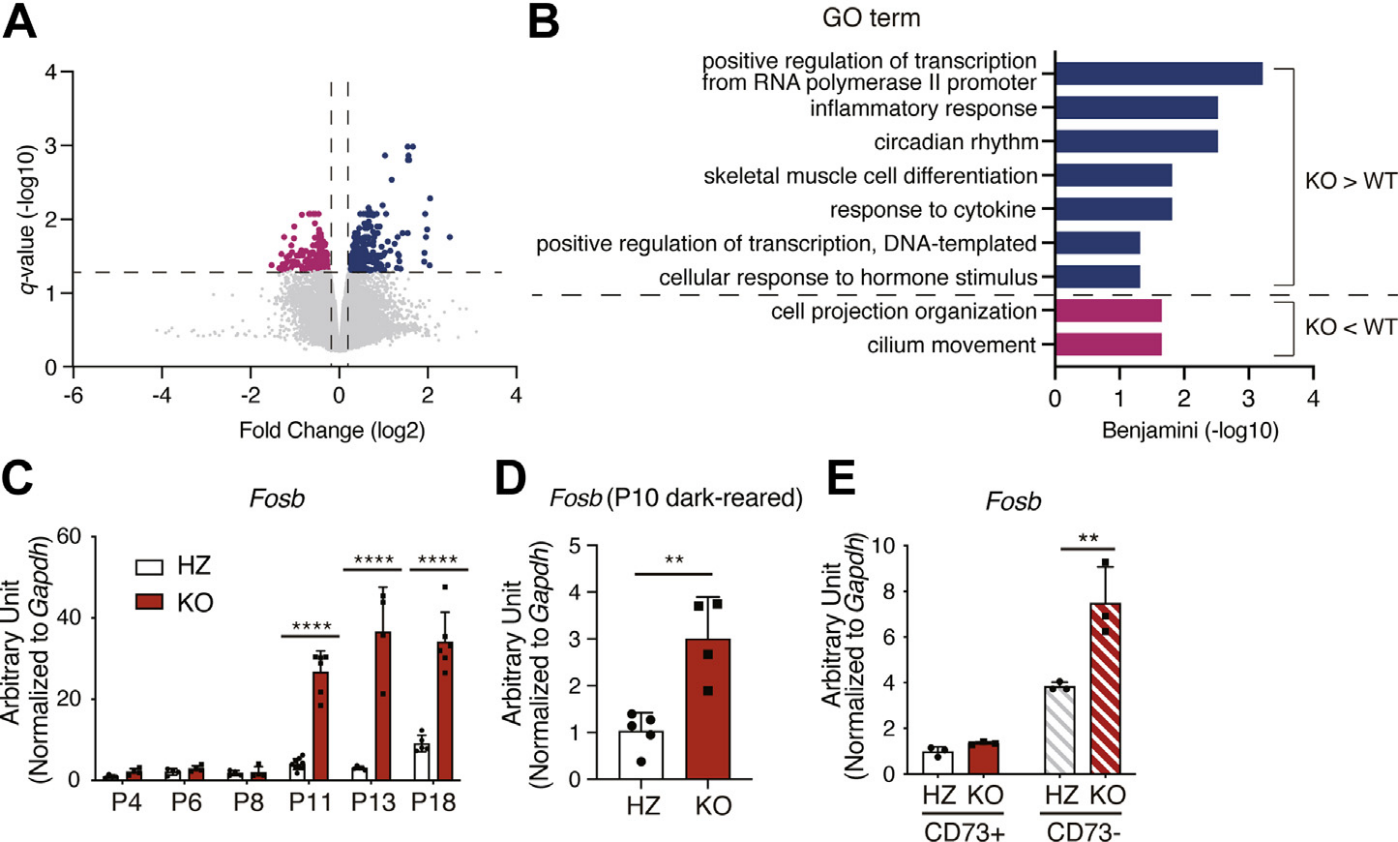
**Transcriptomic analysis of *Lpcat1* knockout (KO) retina.***A*, volcano plot of differentially expressed genes (DEGs) between postnatal day 14 (P14) *Lpcat1* wildtype (WT) and KO retina. DEGs (fold change >1.2 or <−1.2, q-value < 0.05) increased in *Lpcat1* KO are highlighted in *blue*, and DEGs decreased in *Lpcat1* KO are highlighted in *magenta* (n = 4 for each group). *B*, functional annotation of upregulated or downregulated genes (shown in *blue* or *magenta* in *A*) in *Lpcat1* KO retina. *C*–*E*, the mRNA expression of *Fosb* during neonatal development (*C*, n = 4 for HZ and n = 9 for KO), in P10 dark-reared littermates (*D*, n = 4 for HZ and n = 5 for KO), and in CD73-positive (photoreceptor cells) or CD73-negative cells (*E*, n = 3 for each group) of *Lpcat1* heterozygous (HZ) and KO retina. The expression level was normalized by glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*). Data are shown as mean + SD of independent experiments. *C* and *E*, significance is based on two-way ANOVA followed by Bonferroni’s multiple comparisons test (∗∗*p* < 0.01, ∗∗∗∗*p* < 0.0001). *D*, significance is based on unpaired *t* test (∗∗*p* < 0.01).

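Gene expression in photoreceptor cells isolated from the retina at postnatal day 8 was measured on a single-color SurePrint G3 mouse microarray, with 4 arrays labelled Lpcat1 heterozygous (HZ) and 4 labelled Lpcat1 KO. The 8 arrays lay on the same slide. The arrays labelled KO were in slide row 1 and those labelled HZ in slide row 2, so that slide position and genotype cannot be told apart. The authors deposited the scanner output of each array, in which Agilent Feature Extraction software gives a background-corrected signal intensity for each spot, and their own values after a 75 percentile shift. The analysis started from the scanner output. For each array, the log2 signal was shifted by the 75th percentile of the 59305 spots that were not controls, which lay between 882 and 1024 intensity units, and spots that the software marked as outliers were left out. Between 59.5% and 64.6% of the 56605 probes were well above background on an array, and the number of saturated spots was 0. HZ replicate 4 had 458 spots marked as non-uniform, against 2 to 22 on the other arrays labelled HZ and 4 to 25 on those labelled KO. The 34303 probes well above background on at least 4 arrays were compared with limma, with Benjamini-Hochberg adjustment, and each difference is given as the arrays labelled KO minus those labelled HZ. Pearson's r between arrays, across the tested probes, lay between 0.974 and 0.992, and 0 pairs of arrays held identical values. The number of arrays limits the precision of the differences. Lpcat1 itself was measured by a single probe. Its normalized log2 signal was -0.81, -0.95, -1.02 and -1.17 on the arrays labelled HZ and -0.97, -1.16, -1.11 and -0.85 on those labelled KO, a difference of -0.037 (standard error 0.11, limma adjusted p = 0.931) that changed sign without HZ replicate 1, without KO replicate 2 and with normexp background correction. The Lpcat1 probe therefore did not separate the labels. The position of this probe relative to the deletion was not analysed here, and genotypes are given as labelled.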

To clarify the primary cause of photoreceptor cell apoptosis in *Lpcat1* KO mice, we performed microarray analysis using isolated photoreceptor cells at P8 when apoptosis of photoreceptor cells in *Lpcat1* KO mice begins. As a result of functional classification analysis, no significant enrichment of the biological process altered in *Lpcat1* KO photoreceptor cells was found in the gene list, except for the categories of cell adhesion (Fig. S3, *C* and *D*). 

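At a fold change over 1.5 and an adjusted p under 0.5, the looser thresholds in the methods, limma called 279 probes lower and 78 higher on the arrays labelled KO, which the Lpcat1 probe did not separate from those labelled HZ. These probes stood for 193 and 58 genes with a symbol. The counts depended on single arrays. With each array left out in turn, between 0 and 1361 probes were lower and between 0 and 373 higher, and both were highest without HZ replicate 2. With the replicate number as a block, 913 probes were lower and 254 higher. The share of lower probes among the calls was 78.2%, and 63.6% with quantile normalization. It was 54.0% without HZ replicate 4, and 83.1% with a percentile over probes well above background on all arrays. At a fold change over 1.2 and an adjusted p under 0.5, 446 probes were lower and 475 higher. In place of the gene ontology categories, 842 Reactome gene sets were tested with a one-sided Fisher's exact test on a background of 14848 tested genes. Among the lower genes 5 sets passed an adjusted p of 0.05, led by extracellular matrix organization with 13 genes where 2.14 were expected by chance (adjusted p = 2.01e-04). Degradation of the extracellular matrix followed with 8 genes where 0.949 were expected (adjusted p = 0.00194), and the others were sets of platelet functions. Among the higher genes 0 sets passed. Without HZ replicate 4 or without KO replicate 2, 0 sets passed among the lower genes. Of 185 tested genes in families with a role in cell adhesion, such as cadherins, integrins, claudins, laminins and collagens, 11 were among the lower genes where 2.40 were expected (one-sided Fisher's exact test, adjusted p = 2.88e-04 over 19 gene lists), and 1 was among the higher genes where 0.723 were expected. The lower genes were Cdh3, Cldn1, Col26a1, Col8a1, Col8a2, Col9a3, Ctnna2, Itga7, Lamb1, Pcdh18 and Thbs1. Over the adhesion families as a whole the median log2 difference was -0.090, with 121 of 184 genes lower, and limma's camera test gave an adjusted p of 8.01e-04. This call did not hold under fry (adjusted p = 0.399) or with an estimated correlation between genes (adjusted p = 0.389). Over the alternatives the median of the families lay between -0.13 and -0.012, the weakest without HZ replicate 2. It was -0.030 with quantile normalization and -0.041 with normexp background correction. At an adjusted p of 0.05, 0 adhesion genes passed over all probes and 0 passed when adjusted over the list alone. The largest differences were those of Col8a1 (-2.33, standard error 0.59), Thbs1 (-2.33, standard error 0.57), Cdh3 (-2.09, standard error 0.60), Thbs4 (-1.92, standard error 0.76) and Col8a2 (-1.79, standard error 0.50). Cdh3 was well above background on 2 of the arrays labelled KO and Thbs4 on 3. With normexp background correction, Col8a1 differed by -1.99, Thbs1 by -1.88, Col8a2 by -1.22, Thbs4 by -1.11 and Cdh3 by -0.70.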

Since most of the downregulated genes listed in these categories in *Lpcat1* KO photoreceptor cells were reported to be highly expressed in retinal pigment epithelial (RPE) cells, it may reflect the reduced contamination of RPE cell fragments in isolated photoreceptor cells in *Lpcat1* KO mice. 

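Of a list of 30 RPE markers, 25 were among the tested genes. All 25 were lower on the arrays labelled KO, with a median log2 difference of -1.14 and a range from -2.38 to -0.072, on labels that the Lpcat1 probe did not separate. The score of the list, the mean of its genes' deviations from their mean over the 8 arrays, was 0.63 ± 0.35 (SD, n = 4) on the arrays labelled HZ and -0.63 ± 0.44 (SD, n = 4) on those labelled KO. Every array labelled KO scored below every array labelled HZ (two-sided exact permutation test of unpaired arrays, p = 0.0286, the smallest p that 4 arrays against 4 allow). With the arrays paired by replicate number, no two-sided exact p below 0.125 is possible. Limma's camera test gave an adjusted p of 2.07e-21 and fry gave 0.0442, while camera with an estimated correlation gave 0.219. With the replicate number as a block, a combination chosen after seeing the data, fry gave 0.102. The last 2 values are not past 0.05. At an adjusted p of 0.05, 0 markers passed over all probes and 19 passed when adjusted over the list alone. Rpe65 had a normalized log2 signal of -1.25 ± 0.68 (SD, n = 4) on the arrays labelled HZ and -3.63 ± 1.06 (SD, n = 4) on those labelled KO, a difference of -2.38 (standard error 0.54, limma adjusted p = 0.368). A dimmer Rpe65 probe was well above background on 4 arrays labelled HZ and on 0 labelled KO. It was at least 3.07-fold lower there, with each array labelled KO set to the lowest signal well above background where this exceeded the probe's own. Mlana fell by 2.26 on the log2 scale (standard error 0.62), Krt8 fell by 2.20 (standard error 0.55) and Ttr fell by 2.00 (standard error 0.55). Mlana and Krt8 were well above background on 3 of the 4 arrays labelled KO, and Cdh3, which is also an adhesion gene, on 2. With normexp background correction the differences of Rpe65, Mlana and Krt8 were -1.46, -1.43 and -1.34. With each array left out in turn, the median of the list stayed between -1.30 and -0.99, and with normexp background correction it was -0.88. Among the 193 lower genes, 15 were RPE markers, where 0.325 were expected (one-sided Fisher's exact test, adjusted p = 1.63e-21). This test takes genes as independent, but the 25 markers deviated together within a group more than random lists of matched expression (percentile 100). Its p is therefore too small.

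**Figure D1:**
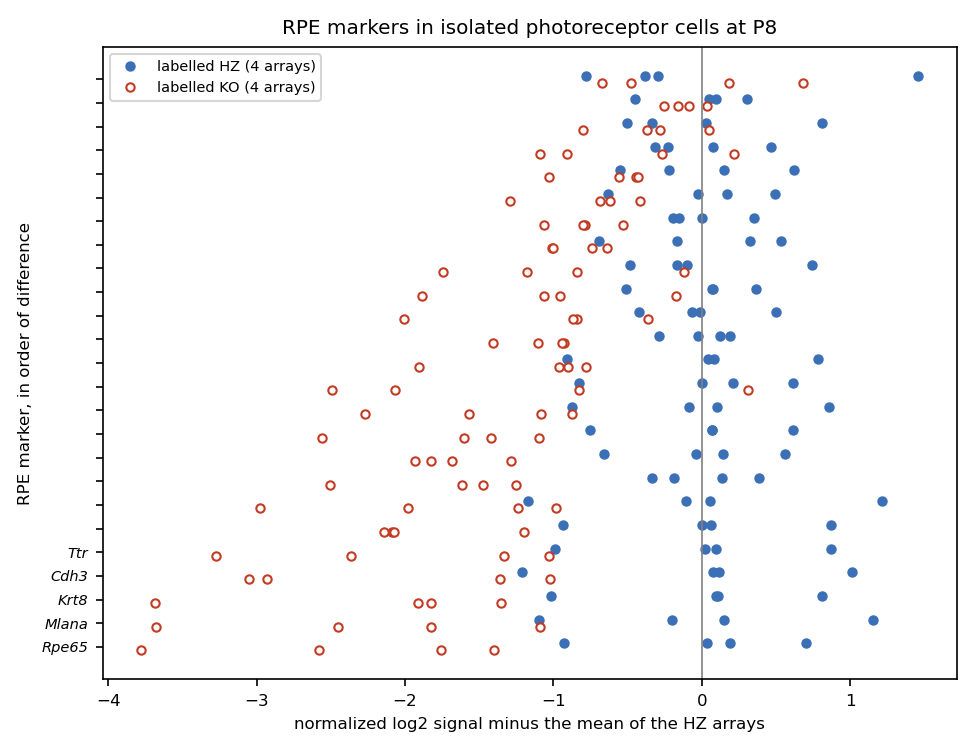
Normalized log2 signal of 25 RPE markers (y axis, in order of their difference, with the names of the 5 that differed most) on each array, as the difference from the mean of the 4 arrays labelled HZ (x axis, log2; filled points, HZ; open points, KO; 1 point per array). The open points lie to the left on average for each marker, with complete separation for 10 of the 25.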

Consistently, qPCR analysis showed that mRNA expression of RPE65, an RPE-specific gene, was lower in isolated photoreceptor cells of *Lpcat1* KO mice than in control mice (Fig. S3*E*). Although the cause of this observation is currently unknown, transcriptomic analysis of isolated photoreceptor cells suggested that loss of *Lpcat1* did not induce the obvious changes in the gene expression profiles in photoreceptor cells.

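At a fold change over 1.2 and an adjusted p under 0.05, limma called 0 probes higher and 0 lower on the arrays labelled KO, and the smallest adjusted p was 0.158. At an unadjusted p under 0.05 limma called 2803 probes, where 1715 are expected by chance if probes vary independently, and 6 of 35 splits of the 8 arrays into 4 and 4, the real one included, gave as many. The other splits among these keep pairs of arrays with the same replicate number together, and of the 8 splits that part every pair the real one gave the most. The methods' t-test called 3135 probes at an unadjusted p under 0.05 and 3 after Benjamini-Hochberg adjustment. With normexp background correction, the alternative that moved the counts at a fold of 1.2 and an adjusted p of 0.05 most, limma called 4 probes higher and 13 lower. The count at an unadjusted p under 0.05 was 4077 with the replicate number as a block and 4997 without HZ replicate 2. It was 2018 without HZ replicate 3 and 2145 without KO replicate 4, against the 1715 expected by chance if probes vary independently. Of the tested probes, 77.2% differed by less than 1.2-fold between the labels, 95.5% by less than 1.5-fold and 0.968% by more than 2-fold. The labels were separated completely by 6.33% of the probes, where chance gives 2.86%. Among the probes past the looser thresholds and measured in both groups, the 10 genes with the largest difference and complete separation were all lower on the arrays labelled KO. They were Fap, Adam7, Slc13a3, 5930403L14Rik, Osmr, Rpe65, Col8a1, Thbs1, Krt8 and Clic6, with log2 differences from -2.55 to -2.14. Some of these were dim on the arrays labelled KO. Osmr was well above background on 1 of them, Fap and Adam7 on 2, and Slc13a3, 5930403L14Rik and Krt8 on 3, so their sizes and order rest in part on signal below that level. With normexp background correction Fap differed by -0.87, Adam7 by -0.61 and Osmr by -0.78, less than the other genes of these 10. Pde6b, a gene of rod photoreceptor cells, differed by -0.0039 (standard error 0.18, limma adjusted p = 0.996), and its sign changed with the authors' processed values and with some arrays left out. The 21 rod photoreceptor genes had a median log2 difference of -0.13, with 17 lower, and their score was lower on the array labelled KO in 4 of 4 pairs with the same replicate number. Camera gave an adjusted p of 0.00849 for them, which was 0.462 under fry, 0.535 with an estimated correlation and 0.0908 with the authors' processed values, and the call was also lost without HZ replicate 1, HZ replicate 4 or KO replicate 2. The rod genes that differed most were Gnb1 (-0.73, standard error 0.26), Cnga1 (-0.55, standard error 0.26), Gnat1 (0.36, standard error 0.25), Pdc (-0.33, standard error 0.15) and Rom1 (-0.28, standard error 0.14). With normexp background correction Gnb1 differed by -1.17, more than Fap, Adam7, Osmr, Slc13a3 (-1.11) and 5930403L14Rik (-0.97), while Pdc differed by -0.60, Rom1 by -0.54, Cnga1 by -0.43 and Gnat1 by 0.13. In this list 0 genes passed an adjusted p of 0.05 over all probes and 0 when adjusted over the list alone. Nt5e, which encodes the surface marker CD73, differed by -0.11 (standard error 0.086, limma adjusted p = 0.739). The Lpcat1 probe did not separate the labels behind these directions. From the transcriptomic analysis, the paper proposes that loss of Lpcat1 did not cause obvious changes in the expression profile of photoreceptor cells. For the cell adhesion categories, where it describes most lower genes as RPE-expressed, it proposes fewer RPE fragments among the isolated cells as a possible reason.

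**Figure D2:**
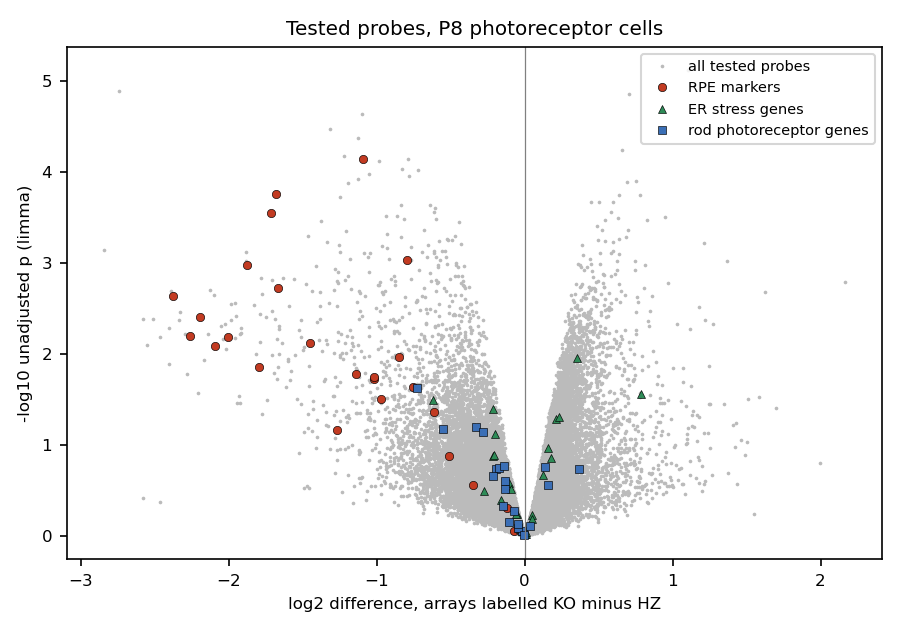
Log2 difference between the arrays labelled KO and HZ (x axis) against -log10 of limma's unadjusted p (y axis) for the tested probes (grey), with RPE markers (circles), ER stress genes (triangles) and rod photoreceptor genes (squares). The RPE markers lie to the left, and the rod photoreceptor genes lie between -0.73 and 0.36.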

A previous study reported that the failure of SFA-containing PC production due to loss of LPCAT1 leads to excessive PUFA accumulation and endoplasmic reticulum (ER) stress response in the retina (19). However, under the present assay conditions, no induction of CCAAT-enhancer-binding protein homologous protein, an ER stress marker, was observed both in *Lpcat1* KO retina and isolated photoreceptor cells (Fig. S3*F*).

### Trafficking and functions of OS-localized proteins in *Lpcat1* KO mice

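On the same arrays of photoreceptor cells, whose labels the Lpcat1 probe did not separate, 30 apoptosis genes were tested. Their median log2 difference was 0.11, with 21 higher on the arrays labelled KO, and camera gave an adjusted p of 0.0517. Their score was -0.058 ± 0.12 (SD, n = 4) on the arrays labelled HZ and 0.058 ± 0.082 (SD, n = 4) on those labelled KO (two-sided exact permutation test of unpaired arrays, p = 0.143). In arrays with the same replicate number the score was higher on the array labelled KO in 4 of 4 pairs, a number of pairs that allows no two-sided exact p below 0.125. The apoptosis genes passed an adjusted p of 0.05 in 5 of 20 alternatives, with the lowest adjusted p of 0.00851 when dim probes were not left out, and also without HZ replicate 2 or without KO replicate 1. The highest adjusted p, with an estimated correlation, was 0.535. Hrk was higher by 0.75 on the log2 scale (standard error 0.20, limma adjusted p = 0.434) and Bbc3 by 0.44 (standard error 0.19, limma adjusted p = 0.611). Xiap, an inhibitor of apoptosis, was higher by 0.31 (standard error 0.079). As the list mixes genes that promote apoptosis with such inhibitors, a higher median or score is not by itself a move toward apoptosis. Mlkl, a gene of necroptosis, was higher by 0.35 (standard error 0.39), and by 0.15 with normexp background correction. It was well above background on 2 arrays labelled HZ and 3 labelled KO. With each array left out, the Mlkl difference lay between 0.0040, without HZ replicate 1, and 0.62, without HZ replicate 4. Over all probes 0 of these genes passed an adjusted p of 0.05, and 0 passed when adjusted over the list alone.

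**Figure D3:**
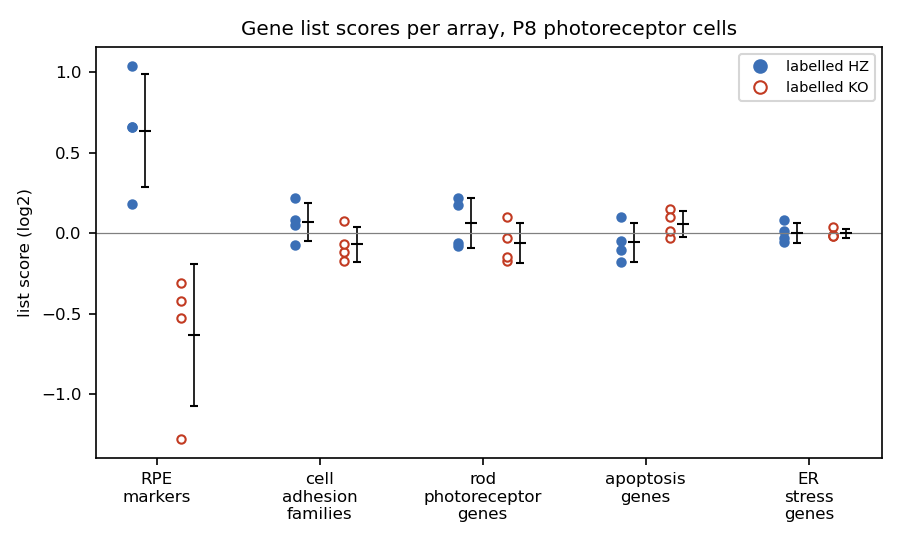
Score of gene lists on each array (y axis, log2; mean deviation of a list's genes from their mean over the 8 arrays), with arrays labelled HZ as filled and those labelled KO as open points, and the mean ± SD of 4 arrays beside them. Among the lists drawn, the RPE markers separate the labels completely, and the scores of the other lists overlap.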

Based on the microarray analyses showing no obvious causative changes in photoreceptor cell death in *Lpcat1* KO mice, we investigated whether the altered membrane phospholipid composition in *Lpcat1* KO photoreceptor cells influences the localization and functions of proteins essential for photoreceptor survival. Consistent with the previous observation of *Lpcat1* mutant mice (10), the structure of *Lpcat1* KO OS discs photoreceptor cells appeared normal (Fig. 5*A*). We then explored the possibility that an altered PC composition of *Lpcat1* KO photoreceptor OS membrane affected the localization and function of phototransduction-related proteins since the mislocalization of photoreceptor OS-localized proteins, such as rhodopsin and phosphodiesterase 6β (PDE6β), is observed in various types of retinal degeneration (20, 21). In parallel with the DHA-containing PCs enriched in the OS discs (13), we found that DPPC was also abundant in the OS and decreased by half in *Lpcat1* KO (Fig. 5*B*). This result suggested that the LPCAT1-mediated production of DPPC contributes to maintaining proper PC composition in the photoreceptor OS membrane.

**Figure 5:**
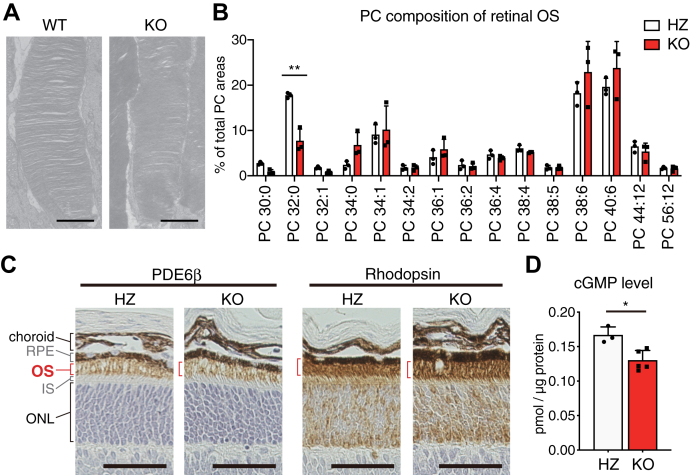
**Effect of LPCAT1 deficiency on the structure and function of photoreceptor cells.***A*, representative transmission electron microscopy (TEM) images of photoreceptor outer segment (OS) in 4-week-old *Lpcat1* knockout (KO) and littermate wildtype (WT) mice (n = 3, for each group). Representative images from three independent experiments were shown. Scale bars are 1 μm. *B*, fatty acid composition of phosphatidylcholine (PC) in the isolated photoreceptor OS. OS samples were prepared from postnatal day 19 (P19) *Lpcat1* heterozygous (HZ) and KO mice (n = 3 for each group). Significance is based on two-way ANOVA followed by Bonferroni’s multiple comparisons test (∗∗*p* < 0.01). Data are shown as mean + SD of independent experiments. *C*, representative images of PDE6β and rhodopsin in P13 *Lpcat1* HZ and littermate KO mice by immunohistochemistry analysis. Signals were detected by 3,3′-diaminobenzidine (DAB, shown in *brown*), observed in the OS region (shown in *red brackets*). The *dark brown colors* in RPE and choroid were DAB-independent (n = 3 for each group). Representative images from three independent experiments were shown. Scale bars are 50 μm. *D*, cGMP level in P11 *Lpcat1* HZ and littermate KO retina (n = 3 for HZ, n = 5 for KO). Data are shown as mean + SD of independent experiments. Significance is based on unpaired *t* test (∗*p* < 0.05). IS, inner segment; ONL, outer nuclear layer; OS, outer segment; RPE, retinal pigment epithelium.

As we found that *Lpcat1* deletion leads to altered OS membrane PC composition, we next investigated the localization of rhodopsin and PDE6β in the retina. Unexpectedly, both rhodopsin and PDE6β were normally localized in the photoreceptor OS in *Lpcat1* KO mice, despite the altered membrane PC composition in the OS (Fig. 5*C*). PDE6β is a rod photoreceptor–specific subunit of PDE that controls cyclic nucleotide-gated channel–mediated cation influx into photoreceptor cells (22). Mice harboring the loss-of-function mutant of PDE6β (termed *rd*1 mouse) showed marked cGMP accumulation and subsequent severe retinal degeneration (23, 24). As *rd*1 mice show similar phenotypes to those of *Lpcat1* KO, early-onset, and light-independent retinal degeneration (21), we assessed whether the altered membrane lipid composition in *Lpcat1* KO photoreceptor cells leads to PDE6β dysfunction. However, cGMP levels in the retina were slightly decreased rather than increased in *Lpcat1* KO mice compared to control mice (Fig. 5*D*). Since the accumulated cGMP-dependent increase in calcium ion influx triggers retinal degeneration in *rd*1 mice, the underlying mechanisms of retinal degeneration in *Lpcat1* KO mice differ from those in PDE6β mutated mice (*rd*1).

### Increased mitochondrial oxidative stress in *Lpcat1* KO mice

Excess SFA induces apoptosis (25). Similarly, stearoyl-CoA desaturase (SCD), which converts saturated fatty acyl-CoA to monounsaturated fatty acyl-CoA, protects cells from SFA-induced cell death (26). Together with the significant decrease in the PC 32:1/PC 32:0 ratio (Fig. S4*A*) and SCD mRNA (Fig. S4*B*) during photoreceptor maturation, mature photoreceptor cells are presumably less potent in reducing the intracellular SFA levels by the unsaturation. We hypothesized that SFA stress is involved in photoreceptor-specific apoptosis in *Lpcat1* KO mice based on these results. Several factors, including ceramide accumulation, mitochondrial ROS production, and ER stress, trigger SFA-induced apoptosis (27, 28, 29, 30). 

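In photoreceptor cells at postnatal day 8, 28 ER stress genes were measured on the arrays. Their median log2 difference between the arrays labelled KO and HZ was -0.013, with 15 genes lower and 13 higher, and camera gave an adjusted p of 0.455. The sign of this median changed without HZ replicate 1. The score of the list was 0.0024 ± 0.061 (SD, n = 4) on the arrays labelled HZ and -0.0024 ± 0.026 (SD, n = 4) on those labelled KO (two-sided exact permutation test, p = 0.914). Ddit3, which encodes CHOP, had a normalized log2 signal of 0.62 ± 0.094 (SD, n = 4) on the arrays labelled HZ and 0.74 ± 0.12 (SD, n = 4) on those labelled KO, a difference of 0.13 (standard error 0.094, limma adjusted p = 0.732). The genes that differed most went both ways. Chac1 was higher on the arrays labelled KO by 0.79 (standard error 0.29), Trib3 by 0.35 (standard error 0.11) and Herpud1 by 0.23 (standard error 0.10). Hspa5 fell by 0.62 (standard error 0.24) and Hsp90b1 differed by -0.27 (standard error 0.26). With each array left out, the Hsp90b1 difference lay between -0.39 and -0.014. With normexp background correction Hspa5 differed by -1.04, Hsp90b1 by -0.66, Chac1 by 0.65, Trib3 by 0.31, Herpud1 by 0.16 and Ddit3 by 0.26. Over all probes 0 of the 28 passed an adjusted p of 0.05, and 0 passed when adjusted over the list alone. The Lpcat1 probe, which did not separate the labels, gives no check on these directions.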

Since our transcriptomic analyses showed no sign of increased ER stress in *Lpcat1* photoreceptor cells (Fig. S3*E*), we postulated that the altered palmitoyl-CoA flux (Fig. 6*A*) by *Lpcat1* deletion might be related to retinal degeneration.

**Figure 6:**
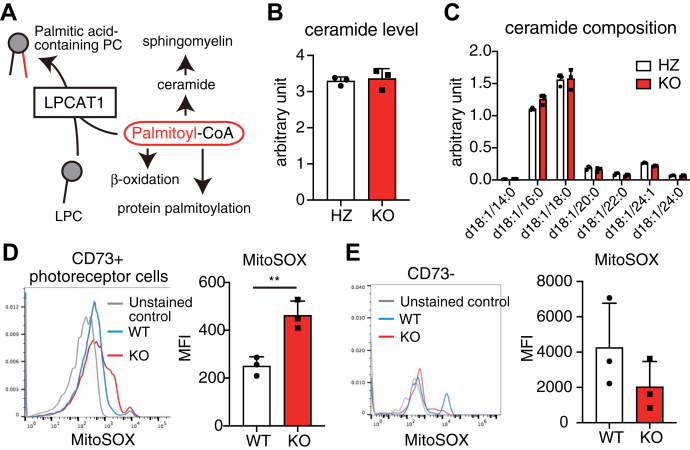
**Increased mitochondrial superoxide production in *Lpcat1* knockout (KO) photoreceptor cells.***A*, intracellular metabolic pathways of palmitoyl-CoA. *B* and *C*, total area values of ceramides (*B*) and ceramide composition (*C*) in P11 *Lpcat1* heterozygous (HZ) and littermate KO retina (n = 3 for each group). *B*, the sum of area values of ceramides were normalized by protein amount and the area values of the internal standard (d18:1/12:0-ceramide) (represented as units/pmol internal standard/μg protein). Data are shown as mean + SD of independent experiments. *D* and *E*, analysis of mitochondrial superoxide production by 3-week-old *Lpcat1* KO and littermate wildtype (WT) photoreceptor cells (*D*) or retinal cells other than photoreceptor cells (*E*) (n = 3 for each group). Retinal cells were stained with CD73 (photoreceptor cells) and MitoSOX Red (mitochondrial superoxide). Data are shown as mean + SD of independent experiments. Significance is based on the unpaired *t* test (∗∗*p* < 0.01). MFI, mean fluorescence intensity.

To this end, we determined whether the *Lpcat1* deletion leads to ceramide accumulation in the retina. A slight increase in sphingomyelin (SM) suggested that loss of *Lpcat1* increased palmitoyl-CoA availability for sphingolipid synthesis. However, we could not find any clear differences in ceramide levels and compositions between genotypes (Figs. 4*C* and 6, *B* and *C*).

Finally, we explored the possibility that the *Lpcat1* deletion leads to increased mitochondrial FA β-oxidation and consequent ROS accumulation in mature photoreceptor cells. We analyzed the mitochondrial ROS accumulation in retinal cells of P21 control and *Lpcat1* KO mice. Flow cytometric analyses of retinal CD73-positive (photoreceptor) cells showed that the ROS accumulated photoreceptor cells in *Lpcat1* KO mice were increased compared to the control mice (Figs. 6*D* and S5, *A*–*C*). Consistent with TUNEL staining, we observed no differences in ROS accumulation between *Lpcat1* KO and control CD73-negative cells (Fig. 6*E*). Additionally, intracellular ROS levels were also increased in *Lpcat1* KO photoreceptor cells (Fig. S6, *A*–*E*). These results suggest that mitochondrial ROS accumulation triggered by *Lpcat1* deletion is a photoreceptor-specific phenomenon contributing to apoptosis induction.

## Discussion

Here, we demonstrated that the loss of *Lpcat1* leads to an early onset of severe retinal degeneration, triggered by light stimulus–independent photoreceptor cell apoptosis. Although photoreceptor cell damage induces various types of retinal degeneration, the molecular basis of photoreceptor cell death is not fully understood. Our present study suggests that *Lpcat1* deletion–triggered disruption of palmitoyl-CoA flux leads to mitochondrial ROS accumulation and denaturation in photoreceptor cells.

FA saturation of membrane phospholipids affects membrane fluidity and flexibility through their biophysical properties (31, 32). A recent study showed that PUFA-containing phospholipids, especially in DHA-containing phospholipids, are enriched in the center of photoreceptor discs. In contrast, SFA-containing species are enriched in the rim region (33). Therefore, significant levels of saturated PCs in the OS membrane suggest that the photoreceptor OS membrane and/or OS-localized protein require the saturated PC–enriched membrane for their normal structure and functions. In the case of DHA-containing phospholipids, it has been reported that the dramatic decrease in these phospholipids in 1-acylglycerol-3-phosphate *O*-acyltransferase 3, also known as LPLAT3 (4), lysophosphatidic acid acyltransferase 3, KO retina cause the collapse of photoreceptor discs, suggesting the importance of the FA composition of photoreceptor discs in maintaining their structures (13). However, in contrast, the structure of *Lpcat1* KO photoreceptor discs appeared to be normal, regardless of a significant decline in DPPC and PC 30:0. Thus, an increased proportion of PC 34:0, another type of SFA-containing PC, in *Lpcat1* KO photoreceptor OS, may play redundant roles, at least in the formation and/or maintenance of OS disc structures. Conversely, cGMP levels in *Lpcat1* KO retinas were lower than those in WT mice (Fig. 5*D*). Although the decreased cGMP levels in the *Lpcat1* KO retina may reflect the lower number of photoreceptor cells in these mice, it is also possible that the PDE6β activity was affected by altered PC composition in the photoreceptor OS membrane. The detailed mechanisms of this observation should be clarified in future studies.

We demonstrated that mitochondrial ROS accumulation was observed in *Lpcat1* KO photoreceptor cells. This suggests that they are highly susceptible to mitochondrial ROS; therefore, mitochondrial FA oxidation should be strictly regulated. A recent study revealed that photoreceptor cells depend largely on FA oxidation in the mitochondria for ATP production (16, 34). Together with the fact that mature photoreceptor cells require high levels of ATP to maintain the depolarized state in darkness using ATP-dependent channels (35), LPCAT1-mediated incorporation of saturated FAs into PC may be required not only for the production of desaturated PCs but also for the proper control of mitochondrial FA oxidation. Since knockdown of *Lpcat1* expression leads to tumor cell death (9), *Lpcat1*-dependent cell survival of mature photoreceptor cells and cancer cells may show some metabolic similarities.

SCDs are also related to controlling cellular SFA levels by changing saturated acyl-CoA to monounsaturated fatty acyl-CoA (36). It is reported to protect cells from SFA-induced mitochondrial ROS accumulation and apoptosis by changing the fate of SFA from mitochondria to lipid droplets (37, 38). Therefore, a dramatic decrease in SCD expression during photoreceptor maturation, which is reflected in the decreased PC 32:1/PC 32:0 (DPPC) ratio, may also be associated with the sensitivity of *Lpcat1* deletion–triggered increase in palmitoyl-CoA availability. It is also possible that altered mitochondrial membrane lipid composition directly affects mitochondrial functions, such as electron transfer, permeability, and fusion/fission. Additionally, we could not exclude the possibility that mitochondrial denaturation and ROS accumulation result from photoreceptor apoptosis. Therefore, further studies are required to decipher the molecular mechanisms of mitochondrial ROS accumulation in *Lpcat1* KO photoreceptor cells.

From the transcriptomic analyses, we identified the apparent induction of FosB mRNA in the *Lpcat1* KO retina during the progression of retinal degeneration. Although the exact roles of FosB in the retina are unclear, it has been reported that *Fosb* is induced in the retina during retinal degeneration (39). As the onset of photoreceptor cell death was followed by the upregulation of *Fosb* in *Lpcat1* KO mice, this might not be the cause of retinal degeneration. However, considering the role of FosB as a component of activator protein-1, a dimeric transcription factor involved in inflammation, angiogenesis, and apoptosis (40, 41), our results suggest that *Fosb* inhibition may be involved in retinal degeneration in *Lpcat1* KO mice. Importantly, the upregulation of *Fosb* is also found in the monocytes of patients with age-related macular degeneration (42). Therefore, cell types that upregulate *Fosb* during retinal degeneration in *Lpcat1* KO retinas will be clarified by single-cell RNA sequencing in a future study.

In summary, we presented a detailed analysis of *Lpcat1* deletion–induced retinal degeneration. Our data suggest that LPCAT1 is required not only for SFA-containing PC production but also for regulating intracellular ROS levels in photoreceptor cells. Since increasing evidence indicates that the dysregulation of FA metabolism is demonstrated to involve in the various retinal diseases (35, 43), LPCAT1-dependent saturated FA metabolism may also be implicated in human retinal disorders. Therefore, our data provide further insights into the mechanisms underlying photoreceptor cell death–triggered retinal degeneration.

## Experimental procedures

### Animals

All animal experiments were approved and performed following the guidelines of the Animal Research Committee of the National Center for Global Health and Medicine (12053, 13009, 14045, 15037, 16062, 17054, 18046, 19039, 20037, and 21083).

### Mice

*Lpcat1* KO mice (C57BL6/N background) generated in our previous study were used in this study (7). C57BL6/N mice were reported to show retinal degeneration because they harbor a mutation in *the Crumbs homolog 1* (*Crb1*) gene, termed *rd*8 (24, 44). Thus, we crossed *Lpcat1* KO mice with C57BL6/J mice to remove the *rd*8 mutation. Mice without the *rd*8 homozygous mutation were used in this study. Mice were reared in a normal 12-h light–dark cycle or complete darkness from P2 to P9.

### Histological analysis of mouse retina

For frozen sections, enucleated eyes were fixed in 4% paraformaldehyde for 2 h and washed three times with phosphate-buffered saline (PBS) for 5 min, followed by incubation in 10% sucrose/PBS for 3 h, and then in 25% sucrose/PBS overnight at 4 °C. Afterward, the eyes were flash-frozen in a frozen section compound (Leica). Frozen tissue samples were sectioned at 12 μm using a cryostat. For paraffin sections, enucleated eyes, lungs, and livers were fixed in 4% paraformaldehyde at 4 °C for <24 h and then embedded in paraffin. Paraffin-embedded tissue samples were sectioned at 3 μm using a microtome. Tissue sections were stained with hematoxylin-eosin and analyzed using ImageJ software to measure ONL thickness. TUNEL staining was performed (TaKaRa Biochemicals) to detect apoptotic cells in the retina. For immunohistochemical analyses of PDE6β and rhodopsin, rabbit polyclonal PDE6β (ab5663; Abcam) and 1D4 (ab3424; Abcam) antibodies were used, respectively. Immunohistochemical analyses were performed using the VECTASTAIN Elite ABC kit (Vector Laboratories).

### Quantitative reverse transcriptase PCR

Total RNA was extracted from the retina or isolated photoreceptor cells using an RNeasy Mini Kit (Qiagen). Single-strand cDNA was synthesized using SuperScript III reverse transcriptase (Thermo Fisher Scientific). Using random primers (Thermo Fisher Scientific), qPCR was performed using the Fast SYBR Green Master Mix (Applied Biosystems) with the StepOnePlus real-time PCR system (Applied Biosystems). Relative mRNA expression levels were calculated using the comparative cycle threshold method and normalized to GAPDH mRNA levels. Primers for qPCR were as follows: gene name: forward primer (5′-3′), reverse primer (5′-3′), and amplicon size (bp)—*Gapdh*, TGACAATGAATACGGCTACAGCA, CTCCTGTTATTATGGGGGTCTGG (188) *Lpcat1*; TTCCCTGGGACCTCCTGATAAGG, GAGGAATGTGGAGCCAAGGTGAG, (186). *Rhodopsin*; CTCTTCATGGTCTTCGGAGGATT, GTGAAGACCACACCCATGATAGC, (230). *Fosb*; AGGCAGAGCTGGAGTCGGAGAT, GCCGAGGACTTGAACTTCACTTCG, (151). *Pkc*α: GTGTCCTACCCCAAATCCTTGTC, GTTGGATCTCCCTGTTCTCCAGT (172) *Pax6*; GGCGACTCCAGAAGTTGTAAGCA, GTTGCTTTTCGCTAGCCAGGTTG, (173). *Cd86*; TGTTTCCGTGGAGACGCAAG, TTGAGCCTTTGTAAATGGGCA, (70). *Egr1*: CAACCCTATGAGCACCTGACCAC, GTCGTTTGGCTGGGATAACTCGT (95) *Egr2*; GCCAAGGCCGTAGACAAAATC, CCACTCCGTTCATCTGGTCA, (154). *Atf3*; TTTGCTAACCTGACACCCTTTG, AGAGGACATCCGATGGCAGA, (81). *Jun*; CCTTCTACGACGATGCCCTC, GGTTCAAGGTCATGCTCTGTTT, (102). *Junb*; TCACGACGACTCTTACGCAG, CCTTGAGACCCCGATAGGGA, (125). *Rpe65*; AGTTCCCCTGCAGTGATCGTTTC, ACCCCCATGCTTTCATTGGACTC, (178). *Ddit3*; CTGAGTCCCTGCCTTTCACCT, GCAGGGTCAAGAGTAGTGAAGGTTT, (166). *Scd*; ACTGGTTCCCTCCTGCAAG, GTGATCTCGGGCCCATTC, (199).

### Microsomal fraction preparation

The retina was homogenized in lysis buffer (100 mM Tris-HCl [pH 7.4], 300 mM sucrose) containing a 1× cOmplete protease inhibitor cocktail (Roche, Switzerland). After removing the tissue debris (800*g*, 10 min, 4 °C), microsomal fractions were collected by ultracentrifugation (100,000*g*, 60 min, 4 °C). The pellets (microsomal fractions) were resuspended in ice-cold buffer containing 20 mM Tris-HCl (pH 7.4), 300 mM sucrose, and 1 mM EDTA. Protein concentrations were measured by the Bradford method using a protein assay (Bio-Rad).

### LC-MS/MS

For PC analyses, lipids were extracted from microsomal fractions or retinal OS using the Bligh & Dyer method (45). Subsequently, the extracted lipids were dried using a centrifugal evaporator and reconstituted in methanol. Lipid samples were then analyzed by LC-electrospray ionization-MS/MS with multiple reaction monitoring (MRM). LC-MS/MS analyses were performed using a Nexera UHPLC system and triple quadrupole mass spectrometer LCMS-8050 (Shimadzu Corp). The lipid samples (5 μl/injection) were separated on an Acquity UPLC BEH C8 column (1.7 μm, 2.1 × 100 mm, Waters) at a flow rate of 0.35 ml/min with a gradient of mobile phase A (5 mM NH_4_HCO_3_/water), B (acetonitrile), and C (isopropyl alcohol). The column oven temperature was set to 47 °C. The gradient setting was as follows—time (%A/%B/%C): 0 min (50/45/5), 10 min (20/75/5), 20 min (20/50/30), 27.5 min (5/5/90), 28.5 min (5/5/90), 28.6 min (50/45/5) for retina, and 0 min (75/20/5), 20 min (20/75/5), 40 min (20/5/75), 45 min (5/5/90), 50 min (5/5/90), 55 min (75/20/5) for the retinal OS. PC species were detected in positive-ion mode following MRM transitions: (Q1, Q3), ([M + H]^+^, 184.1). The FA composition of PC is denoted as Z XX:YY (where Z indicates the lipid class). XX and YY indicate the sum of the carbon numbers and double bonds, respectively.

For the analysis of ceramides, lipids were extracted from the mouse retina as previously described, with slight modifications (46). Briefly, retinas were homogenized in lysis buffer (100 mM Tris-HCl [pH 7.4], 300 mM sucrose) containing a 1× cOmplete protease inhibitor cocktail (Roche). After removing the tissue debris (800*g*, 10 min, 4 °C), 20 μl of lysate was mixed with 30 μl of PBS, 50 μl of d18:1/12:0-ceramide (50 μM in methanol), 750 μl of *n*-butanol, 30 μl of phosphate buffer (500 mM, pH 5.8), and 170 μl of water. The samples were then vortexed for 5 min, sonicated for 3 min in a bath sonicator, and centrifuged at 1000*g* for 5 min at 4 °C. An upper phase (700 μl) of the first butanol extract was transferred to a new tube. Three hundred fifty microliters of ethyl acetate and 350 μl of hexane were added to the remaining lower phase for the second extraction. After vortexing for 5 min at 4 °C, 700 μl of the upper phase (second extract) was combined with the first butanol extract and added to 700 μl of methanol. The combined lipid extract (210 μl,10%) was dried using a centrifugal evaporator, reconstituted in 60 μl of solvent B (isopropyl alcohol with 0.2% formic acid and 0.028% ammonia), and then mixed with 90 μl of solvent A (isopropyl alcohol/methanol/water [5:1:4] with 0.2% formic acid, 0.028% ammonia, and 5 μM phosphoric acid). The samples were analyzed by LC-MS/MS with selected reaction monitoring. LC-MS/MS analysis was performed using an AQUITY UPLC system and a TSQ Vantage triple-stage quadrupole mass spectrometer. The extracted lipids (5 μl/injection) were separated on an Acclaim PepMap 100 C18 column (3 μm, 1.0 × 150 mm, Thermo Fisher Scientific) at a flow rate of 0.045 ml/min with a linear gradient of solvent A and solvent B. The column temperature was 45 °C. The gradient transition was as follows: time (%A/%B): 0 min (70/30), 2 min (50/50), 12 min (20/80), 12.5 min (5/95), 22.5 min (5/95), 23 min (95/5), 24 min (95/5), 26 min (70/30), 28 min (70/30). Ceramide species were detected in positive-ion mode following MRM transitions (Q1, Q3), ([M − H_2_O + H]^+^, 264.3 or 266.3).

### Microarray

Total RNA from the whole retina or isolated photoreceptor cells was extracted using the RNeasy Mini Kit (Qiagen). Total RNA was examined using the SurePrint G3 Mouse GE 8 × 60K Microarray (Agilent Technologies). Data were quantified using the Agilent Feature Extraction software (Agilent Technologies) and normalized by 75 percentile shift normalization using GeneSpring software (Agilent Technologies). The list of highly expressed genes in *Lpcat1* KO than in control with fold change >1.2 or 1.5 and q-value <0.05 or 0.5 was analyzed for common functions of altered genes using gene ontology (GO) terms using the Database for Annotation, Visualization, and Integrated Discovery.

### Isolation of photoreceptor cells

Photoreceptor cells were isolated from the mouse retina as previously described, with slight modifications (18, 47). Retinas were isolated from *Lpcat1* HZ and KO mice and dissociated in 500 μl of 0.25% trypsin (Nacalai Tesque) in PBS for 15 min at 37 °C. Then, 500 μl of 20% fetal bovine serum (Thermo Fisher Scientific) and 1 μl DNase I (Invitrogen) were added on ice. Mechanical dissociation was performed by pipetting 20 times using a 1-ml tip. The cells were collected by centrifugation at 300*g* for 5 min. The retinal cell pellet was washed in 700 μl of 2% bovine serum albumin (BSA)/PBS and centrifuged at 300*g* for 5 min. The cell pellet was resuspended in 50 μl of 2% BSA/PBS, and photoreceptor cells were labeled with PE rat anti-mouse CD73 antibody (TY/23, BD Pharmingen) for 30 min at 4 °C. Cells were washed with 700 μl of 2% BSA/PBS and centrifuged at 300*g* for 5 min. The cell pellet was resuspended in 80 μl of 2% BSA/PBS and incubated with 20 μl of anti-PE MicroBeads UltraPure (Miltenyi Biotec) for 15 min at 4 °C. After washing with 700 μl of 2% BSA/PBS and centrifugation at 300*g* for 5 min, the cell pellet was resuspended in 500 μl of 2% BSA/PBS and filtered through a 35-μm preseparation filter (Corning). The CD73-positive cells were collected as photoreceptor cells using an autoMACS Pro Separator (Miltenyi Biotec).

### Retinal OS isolation

Mouse retinal OS was purified as described previously (48). Twelve mouse retinas were suspended in 120 μl of 8% OptiPrep (Abbott Diagnostics Technologies AS) in Ringer’s buffer (130 mM NaCl, 3.6 mM KCl, 2.4 mM MgCl_2_, 1.2 mM CaCl_2_, 0.02 mM EDTA, 10 mM Hepes-NaOH, pH7.4). Retinal OS fractions were separated from the retina by vortexing for 1 min. The samples were then centrifuged at 200*g* for 1 min. The vortexing and sedimentation sequence was repeated six times to collect the remaining retinal OS fraction in the retinal pellets. The collected supernatants (retinal OS fractions) were combined (600 μl) and overlaid onto a discontinuous gradient of OptiPrep (Veritas) (10%, 18%, 24%, and 30%) in Ringer’s buffer (1.8 ml each) and centrifuged at 25,900*g* for 30 min. After centrifugation, the retinal OS fraction (approximately two-thirds of the way from the top of the gradient) was harvested and diluted three times with Ringer’s buffer. The contaminated retinal fractions were removed by centrifugation at 500*g* for 3 min. The supernatant (pure retinal OS fraction) was precipitated by centrifugation at 26,500*g* for 30 min. The resultant retinal OS pellets (microsomal fractions) were resuspended in ice-cold buffer containing 20 mM Tris-HCl (pH 7.4), 300 mM sucrose, and 1 mM EDTA.

### Determination of cGMP levels

P10 mice were dark-adapted for 16 h, and retinas were dissected under dim red light and frozen in liquid nitrogen. Two frozen retinas were homogenized in 200 μl of 5% trichloroacetic acid/water under dim red light and centrifuged at 1500*g* for 10 min. The resultant supernatant was used for cGMP measurements. cGMP levels were determined using a cyclic GMP EIA kit (Cayman) according to the manufacturer’s instructions.

### Transmitted electron microscopy

Enucleated eyes were immediately cut into hemispheres in a fixative containing 2% paraformaldehyde and 2.5% glutaraldehyde. The samples were then fixed in the same fixative for 2 h, followed by an additional fixation in the buffer containing 2% OsO4. The samples were dehydrated in a graded series of ethanol (70%-90%-100%) and embedded in an Epon 812 resin mixture (TAAB Laboratories Equipment Ltd). Ultrathin sections were created using an ultramicrotome, stained with uranyl acetate and lead citrate, and observed under an electron microscope (Hitachi H-7500).

### Detection of mitochondrial ROS

ROS production was measured by flow cytometry using MitoSOX Red (Invitrogen). Retina was isolated from 3-week-old *Lpcat1* WT and KO mice and dissociated in 500 μl of 0.25% trypsin (Nacalai Tesque) in PBS for 15 min at 37 °C. Then, 500 μl of 20% fetal bovine serum (Thermo Fisher Scientific) and 1 μl DNase I (Invitrogen) were added on ice. Mechanical dissociation was performed by pipetting 20 times using a 1-ml tip. The cells were collected by centrifugation at 300*g* for 5 min. The retinal cell pellet was washed in 700 μl of 2% BSA/PBS and centrifuged at 300*g* for 5 min. The cell pellets were resuspended in 2% BSA/PBS. Photoreceptor cells were labeled with FITC anti-mouse CD73 antibody (TY/11.8, BioLegend). Dead cells were stained with LIVE/DEAD Fixable Far Red Dead Cell Stain kit (Invitrogen), and retinal cells were stained with 5 μM MitoSOX Red for 15 min at 37 °C. The cells were centrifuged at 300*g* for 5 min. The cell pellet was resuspended in 500 μl of 2% BSA/PBS and filtered through a 35-μm preseparation filter (Corning). The fluorescence intensity was measured using a BD Accuri flow cytometer (BD Biosciences).

### Statistical analysis

Unpaired t-tests were used when the two groups were compared. When two factors were present, a two-way ANOVA test was performed. Bonferroni’s post hoc test was used when the ANOVA showed significance. All statistical analyses were performed using GraphPad Prism9 (version 9.2.0).

## Data availability

The microarray data are deposited at GEO: GSE184815 (2-week-old retina). The microarray data are deposited at GEO: GSE184817 (P8 photoreceptor cell).

## Supporting information

This article contains supporting information (45, 49).

## Conflict of interest

The Department of Lipid Signaling, National Center for Global Health and Medicine, is financially supported by 10.13039/501100013170ONO Pharmaceutical Co, Ltd, Japan.

How the deposited data were processed for this re-analysis (not part of the article)

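The analysed data were 8 single-color Agilent microarrays of photoreceptor cells isolated at postnatal day 8, 4 labelled Lpcat1 HZ and 4 labelled Lpcat1 KO, and samples were grouped by these labels. Microarrays of whole retina were not analysed here.

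The authors scanned the arrays and deposited the signal intensity of each spot from Agilent Feature Extraction, which had subtracted the background, with the software's other marks for outlier spots, saturation and signal well above background. The authors also deposited log2 values after a 75 percentile shift in GeneSpring, which served as an alternative. The methods give the fold change and q-value thresholds as alternatives without assigning them to the photoreceptor cells, and name unpaired tests for comparisons of a pair of groups without an adjustment for many probes. Results are therefore given at both pairs of thresholds.

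From the intensities, the log2 signal minus each array's 75th percentile over spots that were not controls was computed, outlier spots were left out and spots of a probe were averaged. A probe was tested if it was well above background on at least 4 arrays and had at least 3 values in each group. Probes were named through their RefSeq accession with a table of GRCm38.p6, used for names only, and 32994 of 56605 probes matched. Groups were compared, two-sided, with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with data.table 1.17.8 for reading and Benjamini-Hochberg adjustment over the tested probes. A gene is reported by its probe with the highest mean. Probes disagreed in direction for Gapdh, Crb1 (-0.42 and 0.018) and Agpat3 (-0.069 and 0.13). Scd1 and Cd86 were not well above background in either group. The gene lists, the thresholds, the alternatives and the rule for named genes were set before the data were examined. Named are Lpcat1, the genes the paper names, the 10 genes with the largest difference among those past the thresholds with complete separation, and the 5 members of a list with the largest difference. As 0 probes passed the stricter thresholds, the rule used the looser ones, on probes measured in both groups. Some genes that this rule or the gene lists take in are not reported here by name.

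The 19 gene lists were tested with limma's camera at a preset correlation of 0.01. The calls past an adjusted p of 0.05 were those of the RPE, adhesion, rod, immediate early, Muller glia, bipolar, microglia and red blood cell lists. Of these, the RPE list held under fry, and none held with an estimated correlation or under fry with the replicate number as a block, a combination chosen after seeing the data. Reactome sets of 10 to 500 tested genes came from fgsea 1.28.0. The Fisher's exact tests take genes as independent, which can make their p-values too small. Plots were drawn with matplotlib 3.10.9.

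The replicate number, which is also the column on the slide, was checked as a pairing. Deviations from the group means correlated with r of 0.172 to 0.337 between arrays with the same number, above the minimum of 0.1 in 4 of 4 pairs, and with r of -0.337 to 0.117 between different numbers. The numbers therefore pair the arrays, through the slide column or a feature shared with it, such as a litter, that was not analysed here. All exact permutation tests took the arrays as unpaired. Tests on 4 pairs would allow no two-sided exact p below 0.125.

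The comparison was tested on simulated data for 34008 probes, 200 of them changed by 1.5 on the log2 scale. At a fold of 1.2 and an adjusted p of 0.05, 79.5% of the changed probes were recovered and 6.53% of the calls were false. At a fold of 1.5 and an adjusted p of 0.5, 92.8% were recovered and 39.4% of the calls were false. A list of 28 genes shifted by 0.3 was called in 20 of 20 rounds. The simulated probes varied independently of each other.

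The alternatives were quantile normalization, normexp background correction with an offset of 50, a percentile over probes well above background on all arrays, no filter or a stricter filter on dim probes, the methods' t-test, trend and robust eBayes, the replicate number as a block, the authors' processed values, each array left out, fry, an estimated correlation, the mean of a gene's probes, other thresholds and camera over Reactome sets. The normexp correction used the median signal of a spot.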

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

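The tests of what lies behind the values of HZ replicate 4, the microglia markers and the red blood cell genes were chosen after the results were seen. An array far from the other arrays of its group was found in 8 of 102 groups of values, where about 5.1 are expected by chance.

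HZ replicate 4 had 458 non-uniform spots, far from the other arrays labelled HZ, and these spots were left out. That the lower RPE markers rest on this array was tested by leaving it out. Their median was then -1.19 and still past the threshold, which argues against it. The count of lower probes at a fold of 1.5 and an adjusted p of 0.5 did depend on this array, with 279 probes with it and 147 without it. The count depended on the others too, with 1361 without HZ replicate 2, 145 without KO replicate 1 and 42 without KO replicate 2. The count was 1 without HZ replicate 1 and 0 without HZ replicate 3, KO replicate 3 or KO replicate 4. HZ replicate 4 also had the lowest Egr1 signal (0.50), where the other arrays labelled HZ lay between 0.88 and 0.94. KO replicate 3 deviated least from its group mean (SD 0.242), where the other arrays labelled KO had SDs between 0.298 and 0.304.

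The ER stress score of KO replicate 1 was 0.036, where the other arrays labelled KO lay between -0.017 and -0.013. The vascular score of HZ replicate 2 was 0.38, the connective tissue score of KO replicate 2 was 0.096, and Nt5e on KO replicate 1 was 4.05, each far from the other arrays of the group. 5930403L14Rik on KO replicate 4 was -7.92 and not well above background there. For these values no technical cause was tested, and no biological explanation was tested.

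Microglia markers, which the paper does not discuss for these cells, were higher on the arrays labelled KO, with a median log2 difference of 0.78 and 12 of 12 genes higher. The array scores overlapped between the labels (exact permutation test, p = 0.0857), and camera's adjusted p of 4.15e-05 was 0.246 under fry and 0.389 with an estimated correlation. Among markers with a high signal, Csf1r differed by 0.37 (standard error 0.28), Ctss by 0.92 (standard error 0.35) and Cx3cr1 by 0.93 (standard error 0.33). A lower share of photoreceptor cells would raise the markers of other cell types alike. The microglia score minus the RPE score differed by 2.01 between the labels (exact permutation test of unpaired arrays, p = 0.0286). This cannot decide the question, since the RPE score alone separated the labels and the paper proposes fewer RPE fragments as a possible reason. A lower share of photoreceptor cells therefore stays open. The 75 percentile shift is argued against, since the lowest median under another scaling was 0.75 and stayed past the threshold under camera. With normexp background correction the median of the microglia markers was 0.55. A candidate explanation is more microglia in the preparations labelled KO. Within a group the 12 markers deviated together more than 10000 random lists of matched expression (percentile 100), a result that more or fewer microglia in single preparations would also give. A difference in the KO retina itself was not tested, and slide position stays open.

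Red blood cell genes were also higher on the arrays labelled KO, with a median log2 difference of 1.55 over 4 genes. The list was written with 10 genes. The median of the red blood cell genes was 0.78 with no filter on dim probes and 0.93 with normexp background correction. The brightest were Hba-a1 (1.51, standard error 0.58) and Hba-a2 (1.58, standard error 0.60), near-identical genes whose probes can bind each other's transcripts. The scores overlapped (exact permutation test, p = 0.0571), and camera's adjusted p of 0.0296 was 0.246 under fry and was above 0.05 without HZ replicate 2, HZ replicate 4 or KO replicate 2. Blood cells in some preparations cannot be told apart from other explanations with so few genes, whose deviations within a group lay at percentile 92.85 of random lists.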

How the results depend on the processing

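The replicate block with fry was chosen after seeing the data.

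The RPE markers kept their direction in 20 of 20 alternatives and were past the threshold in 18. The median of -1.14 had an adjusted p of 0.219 with an estimated correlation and 0.102 with the replicate block and fry. With each array left out it lay between -1.30 and -0.99, and with normexp it was -0.88.

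At a fold of 1.2 and an adjusted p of 0.05, the counts of 0 higher and 0 lower probes became 1 and 1 with quantile normalization, 4 and 13 with normexp, 1 and 2 with trend and robust eBayes, and 2 higher with the methods' t-test. They stayed 0 with each array left out.

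At a fold of 1.5 and an adjusted p of 0.5, the counts of 78 higher and 279 lower probes became 254 and 913 with the replicate block, which shared 356 of the 357 calls. They became 9 and 32 with no filter on dim probes and 475 and 446 at a fold of 1.2, and 178 were lower with quantile normalization. With each array left out, 0 to 373 were higher and 0 to 1361 lower. HZ replicate 4 had a median signal of 81.6 intensity units, against 59.7 to 65.8 on the other arrays. Without it, the share of lower calls was 54.0%. The cause was not tested.

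Reactome sets among the lower genes numbered 5 and became 9 with normexp, 8 with the other percentile, 8 with trend and robust eBayes, 17 with the replicate block, 0 with no filter on dim probes and 3 with camera over all genes, which called 17 sets higher in place of 0. With arrays left out the number lay between 0 and 6. Thresholds of 0.05 left no genes to test, as did some arrays left out, so these give no value.

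With fry, with an estimated correlation and with the replicate block and fry, the medians of the adhesion families (-0.090), rod genes (-0.13), immediate early genes (0.14), Muller glia (-0.32), bipolar cells (-0.39), microglia (0.78) and red blood cells (1.55) were no longer past the threshold. The number of other lists past it fell from 5 to 0 in each. The replicate block changed no other call. Of the 19 lists, 9 had scores that moved the same way in 4 of 4 pairs of arrays with the same number, where 2.38 are expected by chance if lists vary independently; this count was chosen after seeing the data.

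Apoptosis genes passed the threshold with normexp (0.12), no filter (0.11) and trend and robust eBayes (0.11). Lens genes passed it with no filter (-0.29) and with probes above background on all arrays (-0.47), where red blood cells (1.55) did not. The rod photoreceptor genes did not pass it with the authors' processed values (-0.055). The cause was not tested.

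Values near 0 changed sign. The phospholipid and sphingolipid enzymes came to 0.0051 with the mean of a gene's probes and 0.036 with the authors' processed values, where Pde6b came to 0.013. With normexp, cell cycle genes came to 0.026, Fosb to 0.20, Lpcat1 to 0.0049 and Prkca to 0.085. With quantile normalization, Fosb came to 0.061 and Gapdh to -0.014. Vascular cells came to -0.0054 with probes above background on all arrays. The cause was not tested.

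With each array left out, Lpcat1 lay between -0.097 and 0.022, Pde6b between -0.18 and 0.11, Fosb between -0.071 and 9.66e-05, Prkca between -0.085 and 0.020, Pax6 between -0.78 and 0.037, and Agpat3 between -0.15 and 0.093. The lists lay between -0.059 and 0.034 for ER stress, 0.076 and 0.14 for apoptosis, -0.18 and -0.042 for rods, 0.067 and 0.20 for immediate early genes, -0.041 and 0.029 for phospholipid and sphingolipid enzymes, -0.019 and 0.48 for cones, -0.54 and -0.016 for bipolar cells, -0.18 and 0.075 for amacrine and ganglion cells, -0.34 and 0.11 for connective tissue, 1.095 and 2.01 for red blood cells, -0.47 and -0.15 for lens, and -0.27 and 0.021 for the cell cycle. For Muller glia the range was -0.58 to -0.16, for vascular cells 0.00056 to 0.30 and for oxidative stress 0.050 to 0.12. For the adhesion families it was -0.13 to -0.012, for microglia 0.64 to 1.13 and for fatty acid oxidation 0.047 to 0.096. Between 2 and 7 other lists were past the threshold. The number of arrays is smaller in each, and the cause was not tested further.

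Signal over background limits the dim probes: 34303 of 56605 probes were tested.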

Differences from the paper's values

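The paper's text states no value for these microarrays that was also computed here. The paper names cell adhesion as the only category enriched in the gene list. Among the lower genes here, Reactome sets of extracellular matrix and platelet functions also passed an adjusted p of 0.05. Camera over all genes called 3 sets lower, led by the canonical retinoid cycle (median log2 difference -0.25, adjusted p = 5.96e-04). It called 17 higher, such as mitochondrial translation elongation (median 0.11, adjusted p = 0.0154). For these sets no result under fry or with an estimated correlation is given. The gene lists that camera called did not hold with an estimated correlation, so these set calls may not hold either. The overlap of the retinoid cycle set with the RPE markers is not given, so its call may restate their fall.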

Other observations

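The tests on splits at an unadjusted p, on adhesion genes with the RPE score, on immediate early genes and on slide position were chosen after the results were seen.

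At a fold of 1.2 and an adjusted p of 0.05 the count was 0, so 35 of 35 splits of the arrays into 4 and 4 gave a count as large. At a fold of 1.5 and an adjusted p of 0.5, 4 of 35 splits gave a count as large as the real 357, so chance is not excluded. At an unadjusted p under 0.05, 6 of 35 splits gave as many as the real 2803, up to 5629, so chance is not excluded there either. The others of these splits keep 2 or more pairs of arrays with the same number together, and among the splits that part all pairs the next count was 1192. The split of the slide columns of replicates 1 and 4 against those of 2 and 3 gave 3080 at an unadjusted p under 0.05. At a fold of 1.5 and an adjusted p of 0.5 it gave 739, and the largest count of any split was 1504. Of the 8 splits that part all 4 pairs of arrays with the same number, the real one gave the largest count at a fold of 1.5 and an adjusted p of 0.5, and the next gave 41, but 8 splits cannot give a share below 12.5%. The 27 other splits keep some pairs together, so that differences between pairs add to their counts. With the replicate number as a block the count was 1167.

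Slide position cannot be told apart from genotype, since 0 slide rows hold both.

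Fewer RPE fragments in the preparations labelled KO were tested with the RPE markers, whose median was -1.14. Among markers with a high signal, Dct differed by -1.45 (standard error 0.41), Krt18 by -0.12 (standard error 0.16), Ttr by -2.00 and Pmel by -1.79 (standard error 0.57). Of the 25 markers, 3 are also on other lists. The fall of the list is consistent with fewer RPE fragments. The expectation set with this test also held that adhesion genes outside the RPE list would not fall as a set. Their median was -0.090, with 120 of 183 genes lower. The expectation was thus not met under camera, though the fall of the adhesion families did not hold under fry or with an estimated correlation. Whether the adhesion genes outside the list are expressed in RPE cells was not tested. Fewer RPE fragments stay open as the source of their fall, since their median correlation with the RPE score within a group was -0.18, at percentile 42.3 of random lists. Lower expression in the photoreceptor cells themselves was not tested, and slide position stays open.

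The paper reports higher immediate early genes in the KO retina, and its qPCR of sorted cells placed the rise in CD73-negative cells. The arrays here were of CD73-positive cells. The list of these genes had a median of 0.14 on the arrays labelled KO, with 15 of 19 higher. Its score separated the labels (exact permutation test of unpaired arrays, p = 0.0286). With the arrays paired by replicate number, no two-sided exact p below 0.125 is possible. Camera's adjusted p of 0.00849 was 0.176 under fry and was above 0.05 without HZ replicate 2 or KO replicate 2. At an adjusted p of 0.05, 0 passed over all probes and 2 when adjusted over the list alone. Of the 58 higher genes at the looser thresholds, 2 were immediate early genes, where 0.0742 were expected (one-sided Fisher's exact test, adjusted p = 0.0467). Atf3 was higher by 0.83 (standard error 0.14, limma adjusted p = 0.287), Egr2 by 0.78 (standard error 0.30, limma adjusted p = 0.574) and Egr1 by 0.62 (standard error 0.14, limma adjusted p = 0.377), with differences of 0.48, 0.25 and 0.79 for Atf3, Egr2 and Egr1 with normexp background correction. Egr2 was well above background on 3 of the 4 arrays labelled HZ. Fos differed by 0.21, Jun by 0.18, Junb by 0.13 and Fosb by -0.026, whose sign changed with quantile normalization and normexp. RNA from microglia is a possible explanation that stays open, since the median correlation of these genes with the microglia score within a group was -0.17, at percentile 5.18 of random lists.

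Other lists had median log2 differences of 0.10 for oxidative stress, with a mean of 0.011, 0.063 for fatty acid oxidation, -0.0084 for phospholipid and sphingolipid enzymes, 0.12 for cones, -0.32 for Muller glia, -0.39 for bipolar cells, -0.041 for amacrine and ganglion cells, 0.077 for vascular cells, -0.19 for connective tissue, -0.29 for lens and -0.16 for the cell cycle. Outside the RPE list, the median of 12 Muller glia markers was -0.29, with 10 lower.

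Of other genes that the paper names, Scd2 differed by -0.52 (standard error 0.25), Pax6 by -0.38 (standard error 0.58), Crb1 by -0.42 (standard error 0.22), Gapdh by 0.068 (standard error 0.12), Prkca by -0.044 (standard error 0.089) and Agpat3 by -0.069 (standard error 0.16). With limma, 0 of them passed an adjusted p of 0.05, and the signs of Gapdh, Prkca, Pax6 and Agpat3 changed under some alternatives.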
